A study of Mus musculus with 2 samples. Its data were reported in "Decoding spatiotemporal transcriptional dynamics and epithelial fibroblast crosstalk during gastroesophageal junction development through single cell analysis" (2024).

How the data were processed

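Organoids of mouse esophageal and stomach epithelium were dissociated, and the cells of each tissue were labeled with a MULTI-seq sample tag, a lipid-anchored DNA barcode, before they were pooled. Libraries were made with droplet chemistry that counts the 3′ ends of transcripts. According to the submitters' processing notes, Cell Ranger 3.1.0 was used with genome build mm10. The authors deposited a matrix of UMI counts per gene and cell barcode, with a table of tag counts and of the sample each barcode was given by demultiplexing. These counts are raw, with no normalization by the authors. Demultiplexing was done by the authors with deMULTIplex. Each tissue was 1 sample, made by combining cells from several mice, so the 2 groups hold 1 sample each. Groups were taken from the labels of the series.

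The matrix held 1099 barcodes, 32285 genes and 31825863 UMIs. Before the data were examined, the cell filters, the keratin call, the gene lists, the rule for named genes and a set of alternatives were fixed. Cells were kept with more than 100 and fewer than 8500 genes, at most 80000 UMIs and at most 20% mitochondrial UMIs. These limits are those the methods state for tissue cells, since none are given for organoids. Over the UMI limit lay 33 esophageal and 41 stomach barcodes, over the mitochondrial limit 121 and 49, and at or over the gene limit 10 and 11. A keratin call was made for every cell from 6 keratins. The squamous share was the UMIs of Krt5, Krt14, Krt6a and Krt13 over the UMIs of all 6, which add Krt8 and Krt18. Cells with a share of at least 0.75 were squamous, those of at most 0.25 columnar and those between hybrid, and cells with fewer than 5 keratin UMIs had no call. The comparison used 702 squamous cells of the esophageal tag and 46 columnar cells of the stomach tag, 748 in all. Since these keratins select the cells, their levels are used only to gauge background. Doublets were treated by the authors' demultiplexing and by the keratin call, which removes hybrids, and a doublet caller was an alternative.

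UMIs were summed over the cells of each group and divided by the group's total to give CPM. Sums have exact Poisson (Garwood) intervals, ratios have exact intervals from the conditional binomial distribution and shares of cells have exact Clopper-Pearson intervals, all at 95% and all for counting error only. A count of 0 allows up to 3 counts over the group, 0.163 CPM in the esophagus and 1.21 in the stomach, and folds against a count of 0 are lower bounds against that floor. In counts of genes at least 2 times higher, such genes enter by their bound. No test was possible with 1 sample per group, so no p-value, standard error or number of changed genes is given. A gene counted as measured with at least 10 UMIs over both groups, which 12717 of 16766 detected genes reached.

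For each of 33 fixed gene lists, the median log2 fold over the measured genes was computed where at least 3 were measured, a minimum that was not part of the plan fixed in advance. Its interval came from 2000 Poisson redraws of the counts. Its percentile came from 10000 random lists of the same size matched on mean expression in 20 bins. A second median set genes undetected in a group to their bound. Where the middle of a list lay between detected and undetected genes no median is given, a rule set after the values were seen, and it applies to the WNT inhibitors alone. The lists cover squamous basal and differentiated cells, gastric pit, neck, chief, parietal, stem and isthmus, endocrine and tuft cells, and cells other than epithelium (fibroblast, smooth muscle, immune, endothelial, erythroid, neural and glial). They also cover the cell cycle, squamous and columnar transcription factors, columnar epithelium, embryonic precursors, WNT targets, canonical WNT components, planar cell polarity, the WNT calcium branch, WNT ligands, WNT inhibitors, Notch, growth factors, desmosomes, tight junctions, fatty acid oxidation, the respiratory chain and dissociation stress. All were written from textbook knowledge.

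Named genes followed a fixed rule. Among genes with at least 50 CPM and 100 UMIs in the higher group, the 12 with the highest lower bound of the fold in each direction were taken, leaving out the 6 keratins of the call, mitochondrial genes, ribosomal protein genes and provisional gene models. From each list, up to 4 genes with the largest absolute log2 fold among those with at least 10 CPM in a group were added, which made 107 genes. Between clusters, up to 6 genes per list left out of the clustering were taken, among those with at least 20 UMIs, by the range of their level. Leading genes of a cluster were named, after their values were seen, from its 10 with the highest lower bound of the fold over the other cells of the sample. Any remaining gene was named mostly as an exception in a small count, and the text says that it was chosen after its value was seen. Gene symbols are those of the matrix. Positions are those of the M21 annotation on build GRCm38, and all 107 genes had one.

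To compare cycling cells, every cell of at least 5000 UMIs was thinned to 5000, and a cell counted as cycling with UMIs of at least 2 of 5 genes (Mki67, Top2a, Cdk1, Birc5, Ube2c). Cells of each sample were clustered alone with SCTransform in Seurat 5.3.0 (sctransform 0.4.2, R 4.3.3), with 30 principal components for the esophagus and 10 for the stomach and Louvain clustering at a resolution of 0.8. Genes of 9 lists (cell cycle, WNT, Notch and growth factors) were left out of the features so that they could be compared between clusters. Clusters were named only from fixed markers. TMM factors came from edgeR 4.0.16, and doublets for the alternative from Scrublet in scanpy 1.11.5. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

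The interval and list steps were tested on simulated data drawn from the group means for 12717 genes. The 95% interval of the fold held the true value for 96.2% of 12517 unchanged genes and for 95.5%, 98.5% and 98.5% of genes changed 2, 4 and 8 times (67, 67 and 66 genes). The interval lay wholly on the true side of 1 for 74.6%, 86.6% and 97.0% of them. Of 200 random lists of 13 genes, 4.5% lay outside the central 95% of random lists, and all did when raised by 1 on the log2 scale. In this simulation 12517 of the 12717 genes were unchanged, and counts varied by counting error only. In the real data many folds are large, and single cells hold most UMIs of some genes. The simulation therefore checks the steps for counting error alone. Its coverage and its share of raised lists found do not carry over to the real data.

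The alternatives were TMM scaling, no minimum or 50 UMIs for a measured gene, no keratin call, stricter or single limits of the keratin share, a lineage call from clusters made without the keratins, no limits on cells or stricter ones (at least 1000 genes and at most 10% mitochondrial UMIs), Scrublet, equal weight for every cell, other thinning depths and cycling calls, and other clustering settings. Chosen after seeing the data were cells whose own tag had at least 3 times the counts of the other tag, cells of at least 10000 UMIs, columnar cells of both tags as stomach cells, and leaving out the stomach cell with the most UMIs of a gene. The trajectory analysis of the study was not repeated, and the tissue samples and arrays of the study were not analysed here. Results for some genes of the lists and of the naming rule are not reported here.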

Results

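Single-cell RNA sequencing counted transcripts, as unique molecular identifiers (UMIs), in mouse organoids grown from esophageal and from stomach epithelium. Each of the 2 groups was 1 sample, so no difference below has a replicate check and no p-value is given. Cells of both samples were pooled in 1 run and told apart by a sample tag, a short DNA barcode attached to the cells before pooling. The esophageal tag held 919 cell barcodes with 23778678 UMIs, and the stomach tag held 180 with 8047185 UMIs. Limits on genes, UMIs and mitochondrial share were taken from the methods of the study, which state them for tissue cells. They left 765 esophageal and 90 stomach barcodes. Intervals are 95% intervals, exact for single genes, sums and shares of cells and from redraws of the counts for list medians, and cover counting error only, since cells are not replicates.

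The first comparison asked whether the sample tag of a cell matched its epithelial lineage. Squamous epithelium lines the esophagus and makes the keratins Krt5, Krt14, Krt6a and Krt13, while columnar epithelium of the stomach makes Krt8 and Krt18. Under the esophageal tag, 702 of 765 cells (91.8%, 89.6 to 93.6) were called squamous from these 6 keratins, 32 (4.18%) were hybrid and 24 (3.14%, 2.02 to 4.63) were columnar. Under the stomach tag, 46 of 90 cells (51.1%, 40.3 to 61.8) were columnar, 21 (23.3%, 15.1 to 33.4) were squamous and 20 (22.2%) were hybrid. The squamous droplets of the stomach tag were shallow, with a median of 747 UMIs against 59575.5 in its columnar cells. Among cells of at least 10000 UMIs, a limit chosen after seeing the data, the columnar share under the stomach tag was 97.8%. The limit of 80000 UMIs also took more from the stomach than from the esophagus: 41 of 100 columnar stomach cells (41.0%, 31.3 to 51.3) lay over it, against 22 of 832 squamous esophageal cells (2.64%, 1.66 to 3.98).

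**Figure D1:**
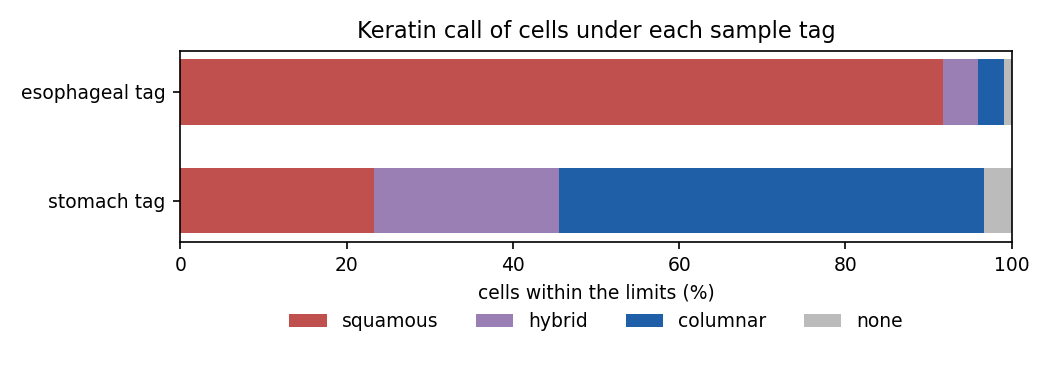
Percent of cells within the limits (horizontal axis) in each keratin call, for the esophageal and the stomach tag. Squamous cells are 91.8% under the esophageal tag and 23.3% under the stomach tag, where columnar cells are 51.1%.

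All further values compare the 702 squamous cells of the esophageal tag with the 46 columnar cells of the stomach tag. Their depth differed: 18456220 UMIs in all and a median of 23460 per cell (range 540 to 79677) in the esophagus, against 2469229 UMIs and a median of 59575.5 (range 4235 to 77857) in the stomach. The median mitochondrial share was 3.70% in esophageal and 7.47% in stomach cells. Keratins of the other lineage gauge the background, which can hold free RNA from broken cells and transcripts of the cells' own. The 4 squamous keratins together stood at 195.2 CPM (counts scaled to the total of the group) in stomach cells, 1.47% of their esophageal level, and Krt8 with Krt18 stood at 95.8 CPM in esophageal cells, 2.22% of their stomach level. Because the same keratins selected the cells, the selection limits these percentages, and they may understate the background. Levels of other genes at such percentages cannot be told from this background. The median log2 fold of esophagus over stomach across 12717 genes was -0.04, and scaling by TMM would add 0.19 to every log2 fold.

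Most marker genes of each tissue were far higher in the compared cells of the organoid grown from it. The keratin call chose these cells by lineage, so part of such differences follows from the selection. With no keratin call the basal, differentiated and columnar medians given below were 4.52, 3.15 and -3.89. Genes of basal squamous cells, the layer that anchors and renews the epithelium, had a median log2 fold of 4.92 (4.23 to 5.70) in favor of the esophagus, and 11 of the 13 measured genes were at least 2 times higher there, counting genes absent from the stomach by their lowest bound, and 1 was at least 2 times higher in the stomach. Genes of differentiated squamous cells had a median of 4.30 (3.57 to 4.99), with 13 of 18 at least 2 times higher. Genes of columnar epithelium had a median of -6.13 (-6.68 to -5.73), and 10 of 11 were at least 2 times higher in the stomach. No list of 10000 random ones matched on expression reached any of these 3 medians. With genes at 0 in the stomach set to their lowest bound, the squamous medians were 2.29 and 3.11. Among the basal genes, Krt17, a keratin of basal and activated squamous cells, had 2949 CPM in the esophagus and 25.5 in the stomach (116-fold, 90.3 to 150). Trp63, the master regulator of stratified epithelia, was 74.8-fold higher (29.2 to 275) and Col17a1, a hemidesmosome collagen, 61.1-fold (30.9 to 142). The cadherin Cdh3 was not detected in the stomach and was at least 27.1-fold higher in the esophagus. Among the differentiation genes, the cornified envelope gene Cnfn was 68.0-fold higher (37.0 to 142) and Lypd3 was 69.2-fold higher (27.0 to 254). In the stomach, the claudin Cldn3 was 163-fold higher (111 to 250), the microvillus protein Vil1 155-fold (73.3 to 392), the mucin Muc1 120-fold (101 to 144) and the tetraspanin Tspan8 112-fold (95.5 to 133). Exceptions, chosen after their values were seen, included Sprr2a1, which had 23.1 CPM in the stomach against 4.39 in the esophagus, and Epcam, which was within 2 times. Among the other differentiation genes, Krt4, Ivl, Lor and Anxa1, named after their values were seen, also stayed within 2 times. Trp63 lies on chromosome 16 (25683763 to 25892102, build GRCm38), Krt17 on chromosome 11 (100256217 to 100261029) and Muc1 on chromosome 3 (89229057 to 89233381). Across the alternatives the basal median ranged from 3.60 to 5.72, the differentiated median from 3.15 to 5.41 and the columnar median from -6.49 to -3.89. At least 1 alternative moved the fold by over 1.5 times for 79 of the 107 genes named by rule in this report, most often no keratin call (57 genes) and equal weight for every cell (52).

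**Figure D2:**
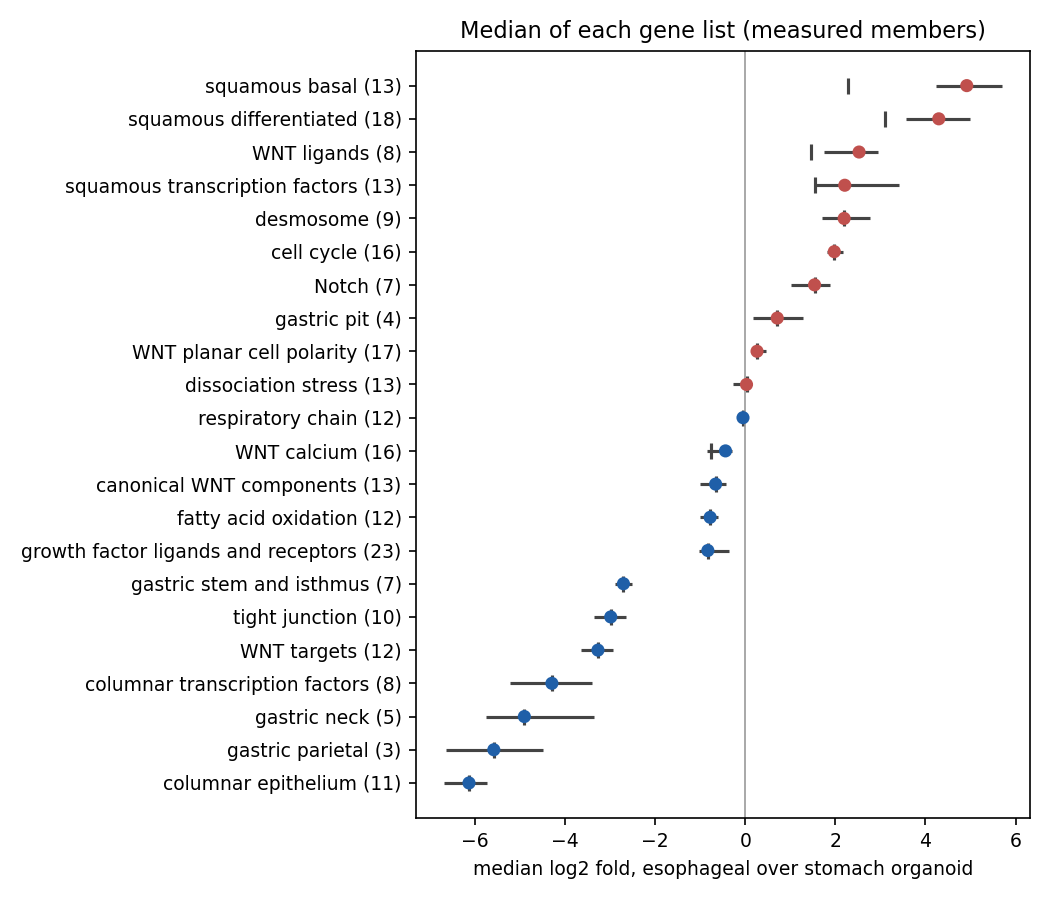
Median log2 fold (horizontal axis, esophageal over stomach organoid) of each gene list, with the number of measured genes in brackets, horizontal bars for the interval of counting error and short vertical ticks for the median with undetected genes at their bound. Squamous basal genes lie at 4.92 and columnar epithelium genes at -6.13; only the respiratory chain changes sign under TMM scaling.

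Across all genes, a fixed rule took those with the largest differences by the lower end of the interval, 12 in each direction. Sprr2f, a small proline-rich protein of the cornified envelope, had 903 CPM in the esophagus and a lone UMI in the stomach (2230-fold, 400.1 to 88074). Lgals7, a galectin of stratified epithelia, was 98.0-fold higher in the esophagus (78.2 to 125), the aquaglyceroporin Aqp3 89.5-fold (53.3 to 164), Krtdap, a secreted product of differentiating keratinocytes, 68.8-fold (52.0 to 93.0) and the mitochondrial protein gene Ndufa4l2 83.7-fold (55.3 to 134). Arg1, which cleaves arginine to urea and ornithine, was 261-fold higher (72.1 to 2153) and Crct1 205-fold (70.0 to 993). Teddm3 was not detected in the stomach and was at least 81.2-fold higher in the esophagus. Ppbp, Sprr2d and Wfdc12 also met the rule, and 1 cell held 38.7%, 33.6% and 30.01% of the esophageal UMIs of Sprr2d, Wfdc12 and Ppbp. For Sprr2f, Arg1 and Crct1 that share was 24.1%, 22.8% and 20.3%. In the stomach, Pigr, the receptor that carries IgA across mucosal epithelium, had 1546 CPM against 7.21 in the esophagus (215-fold, 181 to 257). The metalloproteinase Mmp7 was 326-fold higher (238 to 461), the surfactant protein gene Sftpd 170-fold (139 to 212) and the bicarbonate transporter Slc4a4 236-fold (144 to 417). AU021092, Khdc1a and Ecscr were 414-fold, 334-fold and 219-fold higher in the stomach. Lyz1, Lyz2, Dmbt1 and Clca1 met the rule through single cells: 1 stomach cell held every stomach UMI of Lyz1 and 98.7% of those of Lyz2 and Dmbt1, and another held 99.1% of those of Clca1. Without that cell the log2 fold of Dmbt1 was -3.93, and the other 3 genes were at or under the detection floor in both groups. Reads of Sprr2 genes and of Lyz1 and Lyz2 can be split between near-identical copies, so their values are uncertain. Sprr2f lies on chromosome 3 (92365187 to 92366442), Pigr on chromosome 1 (130826684 to 130852249) and Mmp7 on chromosome 9 (7692090 to 7699585).

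Transcription factors and junction proteins differed in step with the lineage. Of 13 squamous transcription factors, 9 were at least 2 times higher in the esophagus and 4 were within 2 times (median log2 fold 2.21, 1.55 to 3.42, or 1.54 with the undetected gene at its bound). Sox15 was 94.1-fold higher there (26.0 to 777), Tfap2a, a regulator of epidermal genes, 39.2-fold (13.4 to 190.4) and Pitx1, a homeobox factor, 15.1-fold (11.6 to 20.0). Klf4, Klf5 and Ehf, named after their values were seen, were among those within 2 times. All 8 measured columnar transcription factors were at least 2 times higher in the stomach (median -4.29, -5.22 to -3.40). The GATA factors of gastric endoderm Gata5 and Gata4 were 63.5-fold (30.5 to 153) and 47.8-fold (18.5 to 157) higher, and Foxq1 was 3.33-fold higher. Desmosomes, which rivet squamous cells together, had 8 of 9 genes at least 2 times higher in the esophagus (median 2.20, 1.71 to 2.76). Dsc3 was 223-fold higher with a lone stomach UMI (39.9 to 8804), Dsg3 93.9-fold (36.6 to 345) and Perp 6.79-fold (5.94 to 7.80). Dsg2, chosen after its value was seen, was the gene within 2 times. Tight junction genes, which seal columnar sheets, went the other way, with 8 of 10 at least 2 times higher in the stomach (median -2.99, -3.35 to -2.66). Cldn2, a pore-forming claudin, was 128-fold higher there (78.5 to 223), Cldn18, a claudin of gastric epithelium, 64.4-fold (50.4 to 83.3) and Cldn7 19.4-fold (17.6 to 21.5). Cldn1, chosen after its value was seen, had 34 UMIs in the esophagus and none in the stomach. Cldn3 and Cldn18 are also in the columnar epithelium list, and Trp63 is in the lists of basal genes and of squamous factors. These lists are therefore not independent. The medians of squamous factors and desmosome genes lay above all 10000 random lists, and those of columnar factors and tight junction genes below all of them. Across the alternatives the medians ranged from 1.48 to 3.07 for squamous factors, from -5.43 to -1.99 for columnar factors and from -3.53 to -2.03 for tight junction genes.

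The study asked how the branches of WNT signaling differ between esophageal and stomach epithelium. Genes that canonical WNT signaling switches on were far higher in the stomach organoid: 11 of 12 measured targets were at least 2 times higher, with a median log2 fold of -3.27 (-3.64 to -2.94), below all 10000 random lists. The median ranged from -3.54 to -2.46 across the alternatives. Together these genes had 1213 CPM in the stomach and 351 in the esophagus. These sums lean on Ccnd1, a driver of cell cycle entry, which had 156 to 329 CPM across the esophageal clusters described below. The transcription factor Sp5 was 103-fold higher (56.1 to 211), the stem cell receptor Lgr5 93.4-fold (49.2 to 199.6), the feedback inhibitor Axin2 64.0-fold (38.0 to 115) and Notum, which inactivates WNT ligands, 39.5-fold (22.1 to 75.8). Sox9, needed in many gastrointestinal progenitors, was 6.51-fold higher (5.70 to 7.44). Myc, chosen after its value was seen, was within 2 times, with 61.2 CPM in the stomach and 37.7 in the esophagus. Axin2, Lgr5, Tnfrsf19 and Sox9 are also in the list of gastric stem and isthmus genes, so these lists are not independent. The machinery of the canonical pathway differed less (median -0.66, -1.01 to -0.42, percentile 4.69 of random lists). Of its 13 genes, 5 were at least 2 times higher in the stomach and 7 were within 2 times. The receptor Fzd5 was 3.48-fold higher (2.33 to 5.12), the transcription factor Tcf7l2 2.67-fold (2.20 to 3.21), the co-receptor Lrp5 2.40-fold (1.92 to 2.98) and Bcl9 2.39-fold (1.53 to 3.63). Bcl9l was the fifth, and Fzd8, with 93 and 6 UMIs, was the gene at least 2 times higher in the esophagus, with an interval that includes 1 (0.918 to 5.80); both were chosen after their values were seen.

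The 2 noncanonical branches showed small differences. Genes of planar cell polarity, which orients cells within a sheet, had a median log2 fold of 0.26 (0.14 to 0.46, percentile 93.2) in favor of the esophagus, and 14 of 17 were within 2 times. The polarity cadherin Celsr2 was 6.62-fold higher in the esophagus (3.99 to 11.9), the pseudokinase Ptk7 4.36-fold (2.74 to 7.41) and Prickle3 4.13-fold (2.06 to 9.67). The receptor Fzd3 was 1.91-fold higher in the stomach (1.18 to 2.98). Genes of the calcium branch had a median of -0.44 (-0.84 to -0.28, percentile 8.58), or -0.75 with the undetected gene at its bound, and 9 of 16 were within 2 times. Camk2b, a calmodulin-dependent kinase, was 20.4-fold higher in the stomach (9.93 to 45.1), the calcium channel Itpr1 3.53-fold (2.13 to 5.73) and Camk2d 2.42-fold (2.05 to 2.84), whereas Itpr2 was 3.69-fold higher in the esophagus (2.34 to 6.18). Plcb1 and Nfatc2 were the remaining genes at least 2 times higher in the stomach, and Plcb4, with 11 UMIs in the esophagus and none in the stomach, is too scarce for a direction; these 3 were chosen after their values were seen. The calcium median was -0.25 under TMM scaling. By the study's methods the stomach medium held conditioned medium with a WNT ligand and R-spondin and the esophageal medium did not. The stomach medium also held gastrin and the esophageal medium forskolin. Tissue and medium thus differ together in every value of this comparison, for WNT and for all other genes. Lgr5, Axin2 and Sp5 stood in the esophagus at or below the percentage of the columnar keratins there, so expression by squamous cells cannot be told from background.

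**Figure D3:**
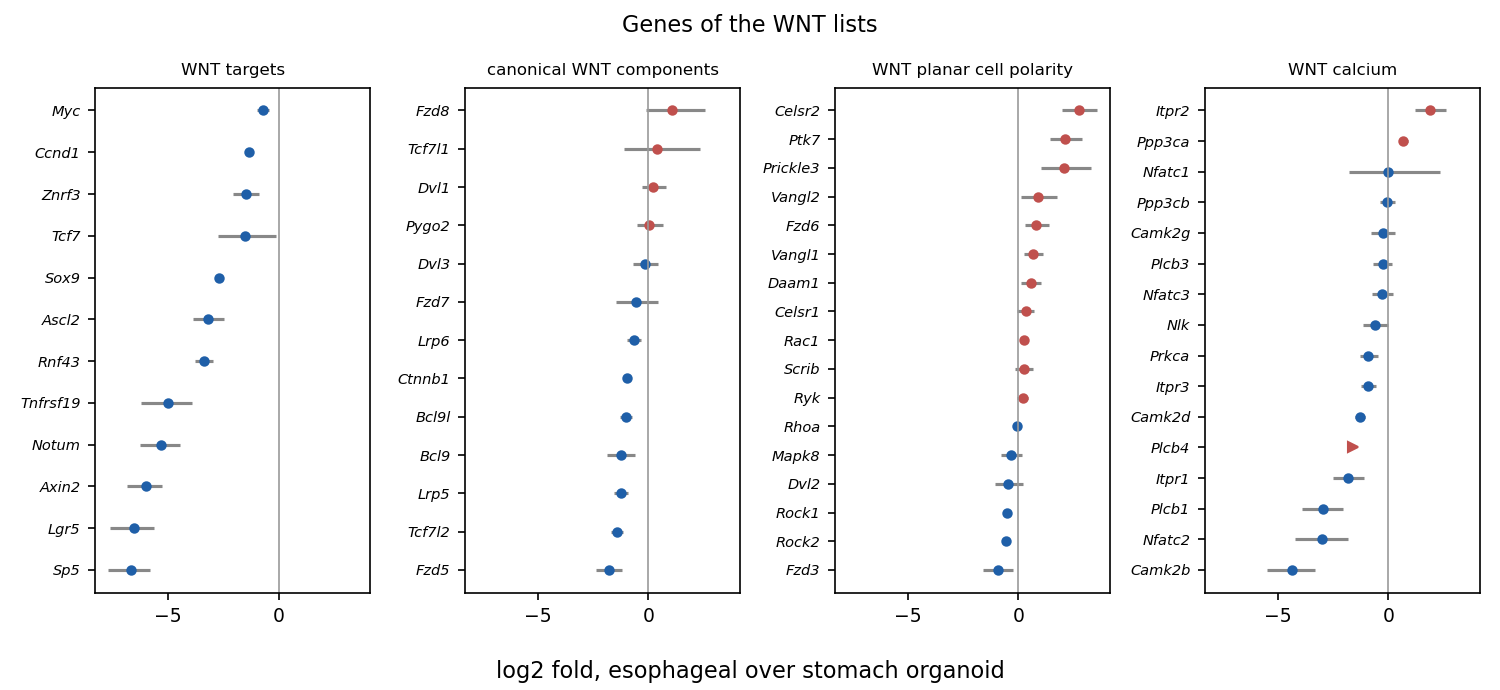
Log2 fold (horizontal axes, esophageal over stomach organoid) of each measured gene in the 4 WNT lists, with bars for the exact 95% interval of counting error and a triangle for a lower bound where no stomach UMI was found. The WNT targets center on -3.27, the canonical components on -0.66, planar cell polarity on 0.26 and the calcium branch on -0.44.

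Several secreted WNT ligands and Notch genes were higher in the esophageal organoid. Of 8 measured WNT ligands, 5 were at least 2 times higher there, 3 of them with an interval above 1 (median log2 fold 2.53, 1.75 to 2.94, or 1.46 with undetected genes at their bound, percentile 99.7). The median was 1.60 without limits on genes, UMIs and mitochondrial share. Wnt4 had 286 CPM against 46.2 (6.21-fold, 5.15 to 7.54) and Wnt10a 105 CPM against 16.2 (6.49-fold, 4.75 to 9.11). Wnt7b went the other way, at 59.5 CPM in the stomach against 5.85 (10.2-fold higher, 7.88 to 13.2). Wnt6 was 3.67-fold higher in the stomach, but 1 stomach cell held 96.4% of its UMIs there and without that cell 1 UMI was left against 57 in the esophagus. WNT inhibitors, secreted or at the cell surface, summed to 20.1 CPM in the esophagus and 21.5 in the stomach. Of 4 measured inhibitors, Sfrp1 and Apcdd1 were detected only in the esophagus, with 52 and 126 UMIs, Kremen2 was at least 2 times higher in the stomach and Kremen1 was within 2 times (1.42-fold higher in the stomach, 0.961 to 2.05); Sfrp1, Apcdd1 and Kremen2 were chosen after their values were seen. No median is given for this list, because its middle lay between detected and undetected genes. Of 7 measured Notch genes, which couple neighboring cells in differentiation, 4 were at least 2 times higher in the esophagus and 3 were within 2 times (median 1.54, 1.02 to 1.88, percentile 99.8). The receptor Notch1 was 7.29-fold higher (5.25 to 10.4), and the ligands Jag1 and Jag2 were 3.43-fold (1.89 to 6.95) and 2.91-fold (2.20 to 3.91) higher. The ligand Dll1 was 15.0-fold higher (5.10 to 73.2), with 3 stomach UMIs of which 1 cell held 66.7%. Notch2, Notch3 and Hes1, named after their values were seen, were within 2 times.

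Gastric lineage markers separated into neck, parietal and stem genes that were higher in the stomach organoid and pit genes that were not. Neck genes had a median log2 fold of -4.90 (-5.75 to -3.36, percentile 0.065) over 5 measured genes. The middle gene was Muc6, named after its value was seen, which stayed under 10 CPM in both groups. The size of this median thus rests on a scarce gene. Gkn3, a gastrokine of neck cells, had 614 CPM in the stomach against 9.75 (63.0-fold, 53.9 to 73.9), and the water channel Aqp5 was 43.4-fold higher (31.2 to 61.8). Agr2 and Tff2 were 6.91-fold and 2.28-fold higher in the stomach, but 1 stomach cell of 25094 UMIs held 86.1% and 75.9% of their stomach UMIs, and without it 17 and 7 of their UMIs were left there. With 59.1% and 28.4% of their esophageal UMIs in 1 cell as well, these 2 genes have no clear direction. Agr2 is also counted in the columnar epithelium list. The same cell held 99.2% of the stomach UMIs of Pgc, the pepsinogen of chief cells, which was 141-fold higher with it (82.5 to 261) and under the detection floor in the stomach without it. Chief cell genes summed to 109 CPM in the stomach and 1.19 in the esophagus, with Pgc the measured gene. Parietal cell genes had a median of -5.58 (-6.65 to -4.49, percentile 0.255) over 3 measured genes, with the potassium channel Kcnq1 82.2-fold higher (56.8 to 123) and Aqp4 47.8-fold (18.5 to 157). Kcnq1 and Aqp4 held 341 and 32 of the 389 stomach UMIs of this list, and Kcnq1 was found in 45 of the 46 stomach cells. The median thus rests on few genes and does not show that parietal cells were present. Stem and isthmus genes had a median of -2.70 (-2.89 to -2.51, percentile 0.05), with 5 of 7 at least 2 times higher in the stomach; the others, Iqgap3 on the esophageal side and Runx1 within 2 times, were chosen after their values were seen. Pit genes, which mark surface mucous cells, had a median of 0.71 (0.16 to 1.27, percentile 86.4) over 4 measured genes. Psca was 1.86-fold higher in the esophagus (1.78 to 1.95), where 1 cell held 21.1% of its UMIs. Most of these UMIs lay in esophageal cluster 2, described below, at 9270 CPM, 349-fold over the other esophageal cells. Gkn1 and Gkn2, named after their values were seen, had 171 and 129 UMIs in all barcodes. The compared stomach cells held 4 and 6 of them, so most transcripts of these 2 pit genes lay outside those cells. Tff1, a trefoil peptide of pit cells, was 2.58-fold higher by CPM (1.75 to 3.95), which cannot be told from free RNA at unequal depth. Leaving out droplets with 10 or more Tff1 UMIs, squamous cells held 0.661 per droplet at 20000 UMIs or more and 0.624 under 5000. The log2 fold of Tff1 was -1.83 without limits on genes, UMIs and mitochondrial share and -4.92 with columnar cells of both tags as stomach cells. Across the alternatives the medians ranged from -5.62 to -1.15 for neck genes, -6.39 to -3.61 for parietal genes, -2.81 to -2.02 for stem and isthmus genes and 0.01 to 2.81 for pit genes.

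Fatty acid oxidation was modestly higher in the stomach organoid, and the study linked the wider fatty acid metabolism to stomach epithelium. Its 12 genes had a median log2 fold of -0.78 (-1.01 to -0.61, percentile 1.42). The acyl-CoA dehydrogenases Acadl and Acadm were 2.35-fold (2.14 to 2.57) and 2.19-fold (1.82 to 2.63) higher, and Cpt1a, which admits long-chain fatty acids to mitochondria, was 2.31-fold higher (1.41 to 3.65). Of the 12 genes, 8 were within 2 times. The respiratory chain differed little, with a median of -0.05 (-0.12 to 0.04, percentile 48.6) that became 0.14 under TMM scaling. Ndufa4 stood apart from the other 11 at 3.84-fold higher in the esophagus (3.59 to 4.10).

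Genes of the cell cycle were higher in the esophageal organoid. Among cells of at least 5000 UMIs, thinned to equal depth, more esophageal cells held transcripts of several of them. The median log2 fold of 16 genes was 1.98 (1.82 to 2.16), above all 10000 random lists, with 13 at least 2 times higher and none at least 2 times lower, and it was 1.08 without limits on genes, UMIs and mitochondrial share. The mitotic genes Ube2c, Ccnb1 and Cdk1 were 10.4-fold (8.42 to 12.9), 9.37-fold (5.98 to 15.6) and 4.71-fold (3.70 to 6.08) higher. Pcna, Tyms and Mcm2, named after their values were seen, were within 2 times. With every cell thinned to 5000 UMIs, 198 of 491 esophageal cells (40.3%, 36.0 to 44.8) and 6 of 45 stomach cells (13.3%, 5.05 to 26.8) had UMIs of at least 2 of Mki67, Top2a, Cdk1, Birc5 and Ube2c. Thinning left out 211 shallower esophageal cells and 1 stomach cell. Without thinning the same cells gave 66.6% and 46.7%. Over all 702 esophageal and 46 stomach cells without thinning, the shares were 51.7% (47.9 to 55.5) and 45.7% (30.9 to 61.0). These intervals overlap and the depth is unequal, so the thinned shares describe the deeper cells only. The stomach share was 6.52% at 2500 UMIs, 26.7% with at least 1 of the 5 genes and 20.2% without limits on cells, against 31.9%, 59.3% and 44.5% in the esophagus, and free RNA of these genes remains open as a source of single UMIs.

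The esophageal cells fell into 5 clusters when genes of the cell cycle, WNT, Notch and growth factor lists were left out of the clustering. Clusters 1, 4 and 5, with 203, 130 and 43 cells, had basal genes at 5778, 4620 and 8277 CPM and differentiation genes at 1742, 1518 and 2459. Ung and Ccnd2 were among the leading genes of cluster 1, Nusap1, histone genes and the cell cycle markers Ube2c and Top2a were among those of cluster 4, where cell cycle genes summed to 6361 CPM, and the secreted factors Csf3, Inhba and Lif were among those of cluster 5. Cluster 2, with 194 cells, held the most transcripts of differentiation genes, at 20520 CPM, and Psca and Sprr2f were among its leading genes. Cluster 3, with 132 cells, was led by Tff1, Clu and Krt8, and had basal and differentiation genes at 4447 and 4659 CPM. Only the listed genes were left out, so other cell cycle genes, such as Nusap1, could still shape the clusters. The high cell cycle sum of cluster 4 can follow from this. Differences between clusters in other genes left out cannot be separated from the cell cycle. All 5 keep their numbers, since clusters were named only from the fixed markers. No basal marker of the lists was among the 10 leading genes of clusters 1, 4 and 5. None of the listed differentiation markers was among those of cluster 2, but Sprr2f and Sprr2d, small proline-rich genes outside that list, were. Sbsn, which is in the differentiation list, was among those of cluster 3. Psca and Tff1, listed as markers of gastric pit cells, were among those of clusters 2 and 3. Clusters 2 and 3 were shallow, with medians of 4835 and 1412.5 UMIs. In cluster 3 the median own tag was 91.5 counts, against 43 of the other tag. Tff1 and Krt8, at 276 and 127 CPM there, cannot be told from free RNA at such depth. Among the compared squamous cells, 206 lay between 540 and 4815 UMIs, the range of the squamous droplets of the stomach tag.

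Several signaling genes kept out of the clustering differed between clusters 1, 4 and 5 and cluster 2. Wnt10a had 146 CPM (137 to 155) in cluster 1, 111 in cluster 4 and 115 in cluster 5, against 8.62 (5.63 to 12.6) in cluster 2. The Notch ligands Jag2 and Dll1 were likewise highest in cluster 1 and lowest in cluster 2, at 79.2 (72.5 to 86.4) and 27.9 (23.9 to 32.2) in cluster 1 against 7.62 (4.83 to 11.4) and 2.32 (0.933 to 4.78) in cluster 2. The receptor Notch3 was highest in cluster 2, at 43.1 (36.0 to 51.2), against 20.2 (16.9 to 24.0) in cluster 1, and Notch1 was highest in cluster 4 at 154 (145 to 164). Rac1, a GTPase of the polarity branch, had 511 (485 to 537) in cluster 2 against 250.4 (238 to 263) in cluster 1. The EGF receptor ligand Hbegf was highest in cluster 2, at 297 (278 to 317), and in cluster 5, at 280.0 (257 to 304). Sox9 had 110.4 CPM (96.2 to 126) in cluster 5 and 18.1 (14.9 to 21.6) in cluster 1, and Pdgfa had 85.1 (72.7 to 99.0) and 43.4 (38.5 to 48.8). The number of clusters was 8 at a resolution of 1.2 in place of 0.8. Under log normalization there were 7, and differentiation genes were highest in 2 of them, at 37003 CPM in 143 cells of a median of 2611 UMIs and 8779 CPM in 70 cells of a median of 38288.

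**Figure D4:**
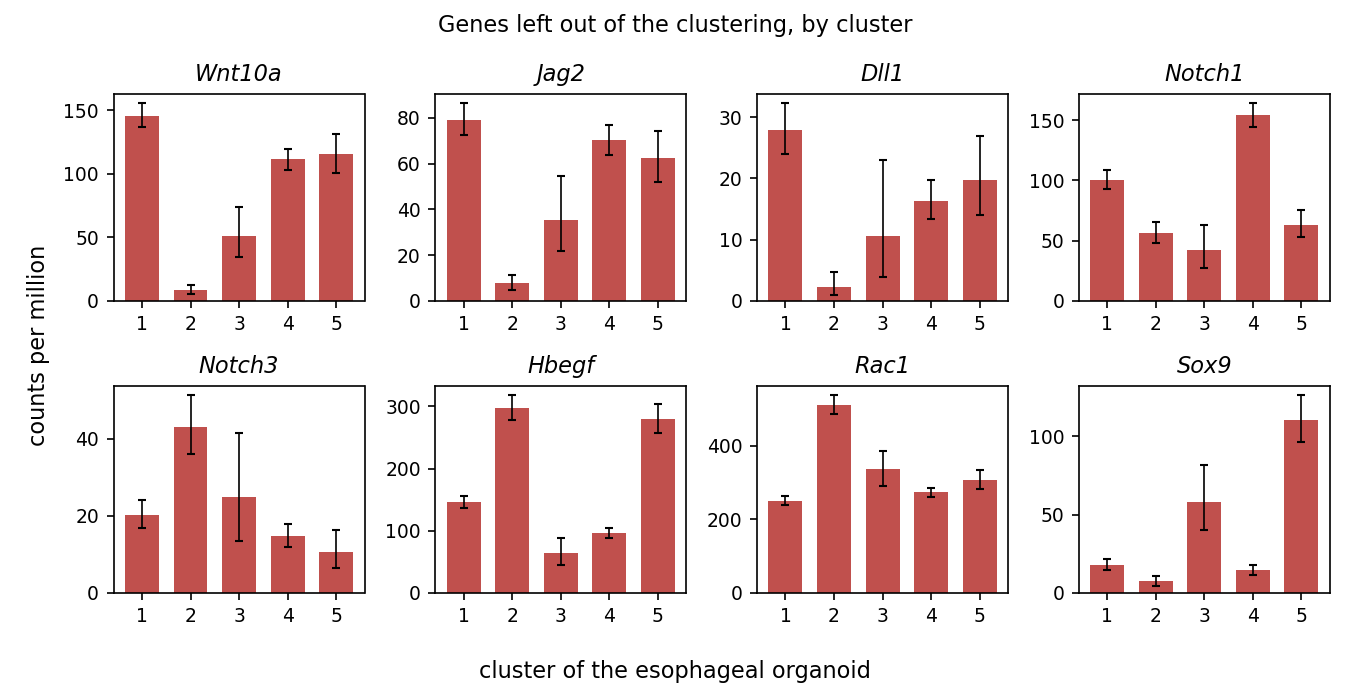
Level of 8 signaling genes, as CPM (vertical axes), in clusters 1 to 5 of the esophageal organoid, with bars for the exact 95% Poisson interval. Wnt10a, Jag2 and Dll1 are lowest in cluster 2, where Notch3 (43.1) and Rac1 (511) are highest.

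The stomach cells formed 2 clusters, of 27 and 19 cells, that keep their numbers. The median mitochondrial share was 7.03% in cluster 1 and 9.26% in cluster 2, and the median number of genes 6849 and 5501. Measures of cell quality thus moved with the split. WNT targets, which were left out of the clustering, had 1464 CPM in cluster 1 and 680.0 in cluster 2 (2.15-fold, 1.96 to 2.37). Lgr5 had 68.6 CPM (56.6 to 82.3) against 12.6 (6.05 to 23.2), Sp5 82.3 (69.1 to 97.2) against 17.7 (9.66 to 29.6), Notum 40.0 (31.0 to 50.7) against 8.83 (3.55 to 18.2) and Ccnd1, a driver of cell cycle entry, 844 (801 to 889) against 334 (295 to 377). Ccnd1 thus held 844 of the 1464 CPM in cluster 1 and 334 of the 680.0 in cluster 2, so the summed fold leans on this gene. Markers of cell types moved with this split: neck genes were 8.44-fold higher in cluster 1 (6.91 to 10.4), or 5.46-fold without the cell richest in Pgc, which left 2 of the 270 chief cell UMIs of that cluster, and pit genes, of whose 2077 stomach UMIs Psca held 2040, stood at 0.320 of their level in cluster 2 (0.293 to 0.349). Cell cycle genes were 4.27-fold higher in cluster 1 (3.66 to 5.02), and Mki67 had 57.3 CPM (46.4 to 69.9) against 2.52 (0.306 to 9.12). Cell cycle genes outside the list could shape this split as well. The canonical components did not differ beyond counting error (0.907, 0.809 to 1.02), planar cell polarity genes were 1.13 times as high (1.04 to 1.23) and calcium branch genes 0.792 times (0.691 to 0.907). Camk2d had 59.0 CPM (48.0 to 71.9) in cluster 1 and 129 (105 to 156) in cluster 2. The EGF family ligand Btc had 18.5 (12.6 to 26.2) against 3.79 (0.781 to 11.1). Under log normalization, which put 42 of 46 cells in the same cluster, the fold of the WNT targets was 2.10. At a resolution of 0.4, or with both samples clustered together, the stomach cells formed 1 cluster, so the split rests on the setting.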

Values the study reported

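The study reported 765 esophageal and 90 stomach cells after its sample tags were assigned. It also found cells whose sample tag was wrongly annotated, which it said might come from reclassifying negative cells. It analysed 612 organoid cells of both tissues together after removing mix-ups and doublets with mixed lineage profiles.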

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

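All tests in this part were chosen after the results were seen, except the test of free RNA in the squamous droplets of the stomach tag. The 3 patterns below were singled out because they lie in cells that the comparison of the organoids does not use.

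Under the esophageal tag, 24 cells within the limits had a columnar keratin call and a columnar transcriptome to go with it. Genes of columnar epithelium stood at 5073 CPM (4921 to 5229) in these cells, against 4651 in the columnar cells of the stomach tag and 489 in squamous cells, and basal squamous genes at 467 against 302 and 4913. Of 33 such cells, limits aside, 24.2% (11.1 to 42.3) had more UMIs than the median columnar cell of the stomach tag. This cannot decide on doublets of a squamous and a columnar cell, because the columnar call already sets mixed profiles aside as hybrids. Growth in the esophageal organoids, in medium without added WNT, stays open, because the median log2 level of 12 WNT targets relative to the stomach cells was -0.025 (-0.51 to 0.15) over genes that go both ways, with 4 lower beyond counting error, Lgr5 at 16.9 CPM (9.23 to 28.3) among them, and 3 higher. It also stays open that a weak tag may have misplaced stomach cells: the own tag had at least 3 times the counts of the other in 12.5% (2.66 to 32.4) of them, against 75.1% (71.7 to 78.2) of squamous cells.

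Under the stomach tag, 21 droplets within the limits had a squamous call, with a median of 747 UMIs. None had more UMIs than the median squamous cell of the esophageal tag (0%, upper limit 16.1%). That argues against doublets of cells of usual depth, an outcome the median of 747 already implied. Free RNA may account for them, since Krt17, Lgals7 and Krtdap gave 7.43 UMIs per droplet, 1.83 times (1.47 to 2.27) the 4.07 in columnar cells of the same tag. By RNA levels, esophageal cells with the wrong tag and free RNA cannot be told apart. These 3 genes stood at 0.773 (0.653 to 0.908) of their level in 206 squamous cells of the same range of UMIs. Columnar genes were 1.48 times (1.01 to 2.11) as high as there. In 20 of the 21 the own tag had at least 3 times the counts of the other. Their median was 675 counts of the stomach tag and 48 of the esophageal tag. Columnar cells of the stomach tag had 187 and 43.5, and squamous cells of the esophageal tag had 205.5 of their own tag. These counts argue against esophageal cells placed by a weak tag. No biological explanation was tested.

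Tff1, a marker of gastric pit cells, had 4695 of its 5242 UMIs in cells outside the comparison, 520 in the esophageal cells and 27 in the stomach cells. A few rich cells may explain most of this, because cells with 10 or more Tff1 UMIs outside the comparison held 84.3% (83.3 to 85.3) of the total. There were 14 of them, 8 with the esophageal tag and a columnar call, and the top 2 held 1275 and 960 UMIs. The low level elsewhere may be free RNA, since squamous cells of at least 20000 UMIs held 1.06 times (0.854 to 1.32) as many Tff1 UMIs per droplet as those under 5000, although their total UMIs differed 25.3-fold. No biological explanation was tested for this pattern.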

How the results depend on the processing

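Alternatives with cells of at least 10000 UMIs, a tag at least 3 times the other, columnar cells of both tags as stomach, or without the stomach cell richest in a gene were chosen after seeing the data. No paired analysis was possible because each group is 1 sample and the shared number 1 names no pair. Of 91 values of the 7 planned lists under alternatives, 78 kept within the interval, 13 moved and none reversed, and of 206 values of 16 other lists 170, 36 and 0 did. Of 1280 values for the named genes, 1069 kept within the interval, 203 moved and 8, of 4 genes, reversed. The cause was not tested unless stated.

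The columnar share under the stomach tag was 97.8% at 10000 UMIs. The squamous share under the esophageal tag was 86.9% with keratin limits of 0.9 and 0.1, 94.8% with a single limit, 97.0% from clusters, 97.6% with the tag rule and 95.8% at 10000 UMIs. With equal weight per cell, medians were 3.65 (basal), 4.97 (differentiated), -3.95 (columnar) and -2.46 (WNT targets). With no keratin call they were 3.15 (differentiated), -3.89 (columnar) and -2.59 (WNT targets), as the call's own construction implies, and with no limits -5.38 (columnar) and -2.55 (WNT targets). The basal median was 3.60 with at least 50 UMIs, which drops genes, and 5.72 with stricter limits on cells. The differentiated median was 5.41 with no minimum of UMIs, and that of the calcium branch -0.25 under TMM. The cycling share of the esophagus was 66.6% without thinning, 31.9% at 2500 UMIs and 59.3% with at least 1 of the 5 genes, and that of the stomach 46.7% without thinning, where depth alone adds UMIs. Clusters numbered 8 in the esophagus and 4 in the stomach at a resolution of 1.2, and 1 in the stomach at 0.4 or with both samples together.

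Reversed log2 folds were 0.040 for Agr2 without its richest cell, -1.83 for Tff1 with no limits and -4.92 with columnar cells of both tags as stomach, 0.28, 0.58 and 0.85 for Tff2 with no limits, with equal weight per cell and without its richest cell, and 2.73 and 2.90 for Wnt6 with stricter limits and without its richest cell. Clca1, Lyz1 and Lyz2 gave no value without that cell. Cells called before the rescue of negative cells were not run, because the files do not tell them apart. With 46 stomach cells, folds of genes with few stomach UMIs have wide intervals.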

Other observations

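Growth factor ligands and receptors split between the organoids. Of 23 measured genes, 7 were at least 2 times higher in the esophagus, 10 in the stomach and 6 within 2 times (median log2 fold -0.83, -1.03 to -0.37, percentile 0.28 of random lists). Bmp4, a morphogen of the foregut, was 152-fold higher in the stomach (67.8 to 422), Tgfb2 27.1-fold (12.1 to 68.6) and the EGF family ligand Btc 8.76-fold (5.18 to 14.9). Tgfb1 was 6.24-fold higher in the esophagus (4.29 to 9.42).

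Immediate early genes, which tissue dissociation switches on, gave a median log2 fold of 0.03 (-0.26 to 0.13, percentile 62.0), with 8 of 13 genes within 2 times. Fos, Jund, Fosb and Egr1 were 3.91-fold (3.67 to 4.15), 2.94-fold, 2.52-fold and 2.48-fold higher in the stomach, and so was Atf3, chosen after its value was seen. Cell types other than epithelium left few transcripts. Fibroblast, smooth muscle, endothelial and erythroid genes had 1, 4, 3 and 0 UMIs in the esophagus and none in the stomach, neural and glial genes 4 and 1, and gastric endocrine genes 1 and 0. Immune genes stood at 64.8 CPM in the stomach, nearly all of it Lyz2 from 1 cell. Tuft cell genes, with Dclk1 and Avil measured and named after their values were seen, stood at 11.7 CPM in the stomach and 1.46 in the esophagus. Embryonic precursor genes stood at 8.50 and 1.41 CPM, and of these Bex1 and Vcan were measured, named after their values were seen.

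Within the limits stated for tissue cells, 765 esophageal and 90 stomach barcodes were left. These are the counts quoted from the study above. The cells whose keratin call matched their tag numbered 748. That is higher than the combined number quoted from the study above, whose rule for removing cells gives no threshold, so the sets differ in ways that were not tested.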
